A study of Homo sapiens with 12 samples.

How the data were processed

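The 12 libraries hold barcode counts of 6 cultures, 3 of iPSC and 3 of NPC, with a DNA and an RNA library per culture. Per the labels, all cells were infected as iPSC, genomic DNA and total RNA came from the same infected cells, 120 ug of RNA was reverse-transcribed with a primer that holds a unique molecular identifier of 16 bp, and 48 ug of DNA was used. A first PCR of 3 cycles was followed by 21 cycles for DNA and 26 for RNA. Whether identifiers were collapsed is not given in the sources used here, so a count is a read or a molecule. The build named in the submitters' processing notes is hg19. The aligner and the association tool are not given in the sources used here.

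For each library the authors deposited the count of every barcode of 15 bases, not normalized. They also deposited a list of 16706 inserts with their barcodes, in which 81 inserts had none. In it 3243465 barcodes belonged to 1 insert, and 611 belonged to more than 1 and were dropped here. The median insert had 61 barcodes (1 to 2161). Counts of listed barcodes made up 80.3% to 80.9% of each library, and the rest, without an insert, was left out of library sizes and tests. Per the file headers, the authors' table of each culture gives mean DNA and RNA counts per barcode as CPM of the library, the log2 of RNA over DNA, and the number of barcodes. Recomputed from the barcode counts, the deposited log2 ratio came out within 0.01 for 99.7% to 99.8% of inserts in each culture. The authors' combined tables hold log2 ratios of a part of these inserts, 31.0% to 33.9% per culture. The part is exactly the inserts whose barcode number begins with a digit from 5 to 9, with 0 exceptions among 99437 entries. Of the 6575 to 6954 inserts per culture with 10 to 49 barcodes none was kept, and 3899 inserts were kept in all 6 cultures. The combined tables were therefore used only for an alternative.

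Inserts were classed from their names as elements, shuffled, genomic control, species consensus or subfamily consensus, and elements were grouped by subfamily and window into 19 groups. Coordinates are those in the names, 1-based, in hg19, panTro4 or macFas5. No gene annotation of these builds was used here, so the genes around an insert are not given. Of the families listed before the data were examined, MER11 (A, B and C), MER34 and MER52 were among the inserts used here, and MER11D, LTR7, LTR5, LTR12, MER41, MER61, LTR10, THE1, SVA, L1 and Alu elements were not analysed here.

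Counts were summed over the barcodes of an insert. Inserts with at least 10 barcodes with a DNA count in every culture were tested, 13593 in all: 13359 elements, 78 shuffled, 93 genomic control, 49 species consensus and 14 subfamily consensus inserts. RNA libraries were scaled so that the median log2 RNA/DNA of the shuffled inserts was 0 in each culture. The bootstrap interval (95%) of that median reached from -0.14 to 0.16 at its widest. The main test was edgeR's quasi-likelihood test over all 12 libraries, two-sided, with the culture as a block, an RNA effect per cell type and Benjamini-Hochberg adjustment. The difference between cell types was the interaction, RNA over DNA in NPC minus that in iPSC. Errors beside a fitted log2 value or change are its standard error. Values per culture are log2 of RNA plus 1 over DNA plus 1, scaled the same way. Shares of active inserts per group were compared with all other elements by Fisher's exact test, adjusted over 38 tests. Group differences used camera in limma with a preset correlation of 0.01 and, as an alternative, an estimated one, on log2 RNA/DNA of the 6 cultures. Species were compared by the difference of medians with a permutation test over inserts.

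The rule for named inserts was fixed before the data were examined: all groups with at least 20 tested inserts, both kinds of control as groups, the 5 most active inserts per cell type and the 10 largest increases and decreases, with an adjusted p under 0.05, at least 50 barcodes and, for changes, no overlap between the cultures of the cell types. Only 5 increases met it. Single controls were left out of the rankings.

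The culture block follows from the labels. Deviations of RNA and DNA libraries of the same culture from their group means correlated at 0.097 to 0.127. Between iPSC and NPC cultures of equal number, deviations of log2 RNA/DNA correlated at -0.0081 to 0.0017. A shared infection could cancel in this ratio, and DNA deviations were not compared across cell types. Whether the replicate numbers pair iPSC with NPC cultures is therefore not decided. No library duplicated another: chi-square per degree of freedom between replicates was 5.88 to 39.8. Labels gave no batch or date.

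The fits were tested on simulated counts for the 13593 inserts, in 10 draws with 200 changed inserts each. For the difference between cell types, 27.8% of changes of 1.5-fold, 68.7% of 2-fold and 99.4% of 4-fold changes were recovered, and 9.46% of calls were false, above the nominal 5%. For activity in iPSC the shares were 48.8%, 89.6% and 100% with 3.29% false calls, and for NPC 52.1%, 92.4% and 100% with 5.35%. In both activity simulations all unchanged inserts had the same RNA/DNA, without the spread between sequences that real shuffled inserts show. Their false calls are therefore not the rate among real inactive sequences. Of 78 shuffled inserts, 11 were called above and 5 below in iPSC, and 9 above and 6 below in NPC.

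Alternatives were TMM, RLE and all-insert median scaling, DESeq2's Wald test, limma on the deposited log2 ratios, other barcode minimums (1 and 50), only barcodes seen in both DNA and RNA, leaving out the barcode with the most RNA counts, other blocks and leaving out each culture. All-insert median scaling of the counts of calls, thinning to equal depth and the inserts of the combined tables were added after the data were seen. Tools were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15.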

Results

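The regulatory activity of transposable element sequences was measured by a lentiviral massively parallel reporter assay (lentiMPRA) in WTC11 cells, an established line of human induced pluripotent stem cells (iPSC). In this assay each library sequence, here called an insert, drives a reporter whose transcript carries a random barcode, and the RNA counts of its barcodes over their DNA counts give the activity of the insert. iPSC were infected for 24 h and then either stayed in pluripotency medium for 3 days or went through 3 days of dual-Smad inhibition towards neural progenitor cells (NPC). There were 3 cultures per cell type, each with a DNA and an RNA barcode library, 12 libraries in all. Total counts ranged from 25744365 to 28905593 in the iPSC DNA libraries, from 19025818 to 21636412 in the NPC DNA libraries and from 37374740 to 58268325 in the RNA libraries. Nothing in the labels says that the replicates were independent infections, so p-values measure the spread between these cultures, which could be partly technical.

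The library held 16349 inserts from long terminal repeat (LTR) copies of the MER11, MER34 and MER52 families of endogenous retroviruses, taken from the human (hg19), chimpanzee (panTro4) and crab-eating macaque (macFas5) genomes, together with 66 species and 19 subfamily consensus sequences, 97 shuffled sequences and 94 genomic control sequences whose role the insert names do not state. MER11A, MER11B and MER11C are LTRs of the HERVK11 retrovirus. Each copy was represented by 1 or both of 2 windows of its subfamily consensus, named F1 and F2. For example, MER11B F2 covered consensus positions 602 to 856, MER11C F2 583 to 832 and MER11A F2 769 to 1028. Of all inserts, 13593 had at least 10 barcodes with a DNA count in every culture and were tested. Activity is given as log2 RNA/DNA with the median of the 78 tested shuffled inserts set to 0 in each culture.

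Replicate correlation was higher in iPSC, where activity ranged more widely, than in NPC. Across inserts, which are not independent replicates, Pearson's r between cultures was 0.923 to 0.926 in iPSC, 0.799 to 0.830 in NPC and 0.776 to 0.821 between cell types. Precision followed the number of barcodes. The median SD over the 3 iPSC cultures was 0.38 for inserts with 10 to 19 barcodes and 0.09 for those with at least 200, and in NPC it was 0.38 and 0.09. The shuffled inserts spread with an SD of 0.33 in iPSC and 0.27 in NPC, and none of the 78 exceeded log2 1 in either cell type, which allows a share of up to 3.85%. The median genomic control lay at 3.71 ± 0.11 in iPSC and 2.48 ± 0.11 in NPC (mean ± SD of the 3 culture medians), and 90 and 88 of 93 lay above the shuffled level.

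The first comparison set RNA against DNA in iPSC, asking which LTR sequences drive the reporter in pluripotent cells. The F2 window of the MER11 LTRs stood out. Of the inserts of MER11B F2, 50.1% of 717 were past the test with log2 RNA/DNA above 1, as were 48.8% of 1425 inserts of MER11C F2 and 37.6% of 1301 inserts of MER11A F2. The median insert lay at 0.99 ± 0.06 for MER11B F2, 0.96 ± 0.08 for MER11C F2 and 0.52 ± 0.02 for MER11A F2 (mean ± SD of 3 cultures). The F1 window of these subfamilies reached log2 1 far less often, in 3.15% of MER11B, 12.4% of MER11C and 3.47% of MER11A inserts.

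Outside MER11, 25.9% of 421 MER52C F1 inserts and 23.6% of 326 MER34C_ F1 inserts exceeded log2 1 in iPSC. These 5 groups had higher shares than all other elements in Fisher's exact test, two-sided, with adjusted p = 1.7e-107 for MER11B F2, 7.4e-216 for MER11C F2, 5.6e-91 for MER11A F2, 8.9e-08 for MER52C F1 and 0.000238 for MER34C_ F1. Copies of a subfamily share ancestry and are not independent, so these p-values are too small. Among inserts with at least 50 barcodes the MER34C_ F1 call was lost (adjusted p = 0.156), with 20.3% of 74 inserts against 13.95% of the other elements, where all tested inserts gave 23.6% against 15.6%. The shares of MER34C2 F1 (15.7% of 134, adjusted p = 1) and MER34C F1 (13.9% of 101, adjusted p = 0.720) did not differ from those of the other elements by the test. The remaining 12 groups had lower shares above log2 1. Besides the MER11 F1 windows these were MER52A F1 (5.56%), MER34A1 F1 (4.69%), MER34B F1 (3.52%), MER52D F2 (3.41%), MER52C F2 (2.20%), MER34A F1 (1.79%), MER52A F2 (0.953%), MER34 F1 (0.602%) and MER34D F1 (0 of 215, which allows up to 1.40%). For MER52A F2 the direction depended on the cut and on the barcode minimum. Its share above the shuffled level at any log2 was higher than that of the other elements among all tested inserts. It was 33.0% against 29.3% in iPSC (adjusted p = 0.0036) and 27.3% against 18.9% in NPC (adjusted p = 6.4e-14). At 50 barcodes this share was lower in iPSC, at 25.7% against 33.8% (adjusted p = 8.5e-09). In NPC it was then not separated from the other elements, at 24.6% against 25.7% (adjusted p = 0.423). Few inserts left the group, as 1542 of 1574 remained at 50 barcodes. The shuffled level was set anew there on the shuffled inserts with at least 50 barcodes. The most active insert in iPSC then read 6.72 in place of 6.79, so the moved zero may account for part of the reversal.

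By family, 28.9% of 5995 MER11 elements, 5.01% of 3273 MER34 elements and 5.28% of 4091 MER52 elements exceeded log2 1 in iPSC. In total 3976 of 13359 elements (29.8%) were above the shuffled level by edgeR's quasi-likelihood test at an adjusted p under 0.05, 2111 of them (15.8%) by more than log2 1, and 1224 were below it. Of the shuffled inserts themselves, 11 of 78 were called above and 5 below, so a call at the lower level includes background. The median of all tested inserts lay 0.11 to 0.14 above that of the shuffled inserts in the iPSC cultures. Scaling on all inserts therefore moved calls from above to below: 77.0% of all called inserts were above with the shuffled scale, and 57.2% to 58.6% with the scalings on all inserts (TMM, RLE and median).

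The 5 most active inserts in iPSC with at least 50 barcodes were all F2 windows of MER11B or MER11C, and each kept its call under every alternative in which it was tested. The highest was a chimpanzee MER11B copy (panTro4 chromosome 3, 71758737 to 71758942) at 6.79 ± 0.06 (mean ± SD, n = 3 cultures). It was followed by a human MER11B copy (hg19 chromosome 1, 229843036 to 229843287) at 6.54 ± 0.19 and a human MER11C copy (hg19 chromosome 14, 24671760 to 24672000) at 6.49 ± 0.07. A chimpanzee MER11B copy (panTro4 chromosome 4, 129903345 to 129903540) reached 6.22 ± 0.06 and a human MER11B copy (hg19 chromosome X, 27983441 to 27983692) 6.07 ± 0.03. The human MER11B copy on chromosome 1 rests on 57 barcodes, the fewest among the 5.

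**Figure D1:**
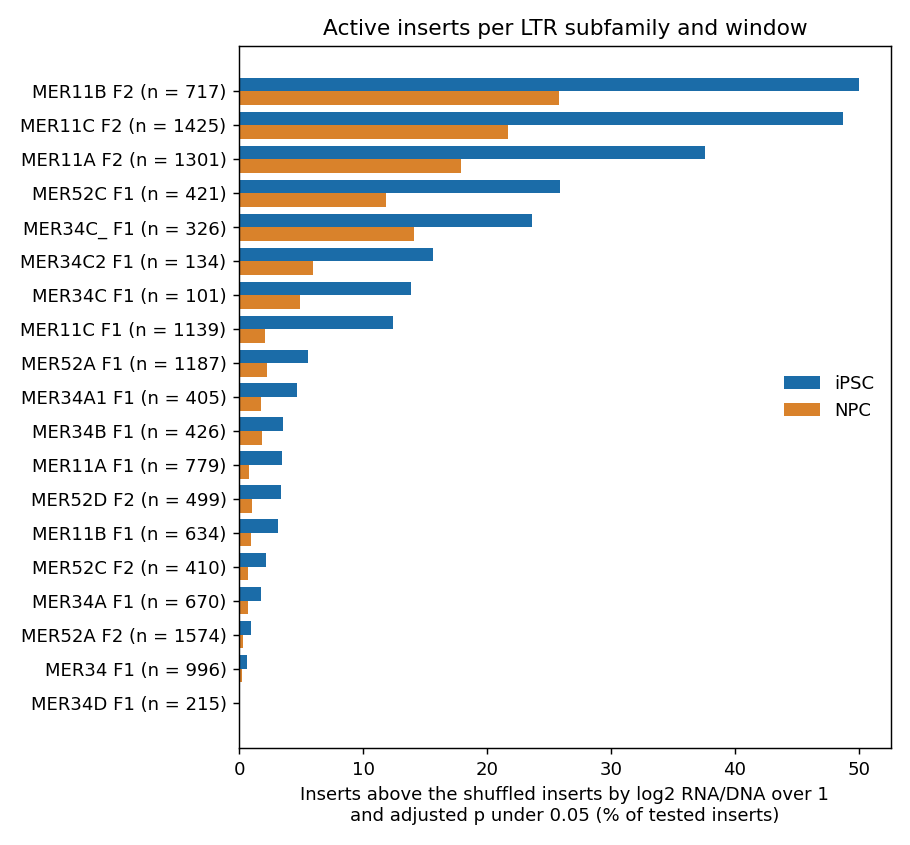
Share of tested inserts per LTR subfamily and window that were above the shuffled inserts by log2 RNA/DNA over 1 at an adjusted p under 0.05 (x axis, percent), in iPSC (blue) and NPC (orange), with the number of tested inserts beside each name. The F2 windows of MER11B, MER11C and MER11A lead in both cell types, at 50.1%, 48.8% and 37.6% in iPSC and 25.8%, 21.7% and 17.9% in NPC.

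The same comparison in NPC asked which sequences drive the reporter after neural induction. The same 5 groups led. In NPC 25.8% of MER11B F2, 21.7% of MER11C F2 and 17.9% of MER11A F2 inserts exceeded log2 1, and their medians were 0.19 ± 0.05, 0.23 ± 0.04 and 0.28 ± 0.04 (mean ± SD of 3 cultures). MER34C_ F1 followed with 14.1% and MER52C F1 with 11.9%. Against all other elements, Fisher's exact test gave adjusted p = 4.4e-59 for MER11B F2, 3.6e-83 for MER11C F2, 1.5e-44 for MER11A F2, 5.5e-06 for MER34C_ F1 and 0.000238 for MER52C F1. MER34C2 F1 (5.97%, adjusted p = 0.887) and MER34C F1 (4.95%, adjusted p = 0.604) were again not separated from the rest, and 12 groups had lower shares, none above the 2.27% of MER52A F1. At 50 barcodes the calls of MER34A1 F1 (3.26% of 92, adjusted p = 0.306) and MER34D F1 (0 of 30, adjusted p = 0.287) among these 12 were lost. MER11B F1 and MER11C F1 had too few inserts there to be tested.

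Of all elements, 2655 (19.9%) were above the shuffled level in NPC, 934 (6.99%) by more than log2 1, and 1402 were below. Among all 13593 tested inserts 1408 were below, a number that dropped to 842 without NPC replicate 3, 987 without replicate 1 and 996 without replicate 2. The 5 most active inserts in NPC with at least 50 barcodes, beside a genomic control at 5.49, included 3 of the 5 from iPSC: the chimpanzee MER11B copies on chromosome 3 (6.19 ± 0.12) and at 129903345 on chromosome 4 (5.26 ± 0.13), and the human MER11C copy on chromosome 14 (4.80 ± 0.26; mean ± SD, n = 3 cultures). The others were a human MER11B copy (hg19 chromosome 8, 63721284 to 63721516) at 5.19 ± 0.13 and a chimpanzee MER11B copy (panTro4 chromosome 4, 93558597 to 93558782) at 4.83 ± 0.07.

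The test of NPC against iPSC asked which inserts change activity with neural induction. Activity was lower in NPC for nearly all inserts that changed: 2465 were lower and 14 higher by edgeR's interaction test at an adjusted p under 0.05, and 3233 had an unadjusted p under 0.05. With the scalings on all inserts (TMM, RLE and median) 2227 to 2275 were lower and 60 to 105 higher. MER11 held most of the decreases, with 1832 of 5995 elements (30.6%) against 375 of 4091 MER52 elements (9.17%) and 146 of 3273 MER34 elements (4.46%). Of the 2111 elements above log2 1 in iPSC, 1932 (91.5%) were lower in NPC and 919 were still above log2 1 there, whereas 15 exceeded log2 1 in NPC alone. The genomic controls fell too: 79 of 93 were lower in NPC, and their median change was -0.88.

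The median over all inserts of a group changed most for MER11B F2. It fell by 0.80 ± 0.04 (SE, n = 3 cultures per cell type), and 424 of its 717 inserts were lower in NPC. MER11C F2 fell by 0.73 ± 0.05 with 739 of 1425 inserts lower, MER11A F2 by 0.24 ± 0.02 with 492 of 1301 lower, and MER52C F1 by 0.16 ± 0.02 with 132 of 421 lower. Among only the inserts above log2 1 in iPSC, a selection that favours decreases, the order was another: the median change was -1.60 for MER11A F2, -1.58 for MER11C F2 and -1.48 for MER11B F2. For the medians over all inserts of these 4 groups every NPC culture lay below every iPSC culture. In camera, which compares a group with the other elements, the adjusted p was 4.2e-23, 1.4e-18, 1.1e-06 and 0.00342 with the preset correlation of 0.01. With an estimated correlation the adjusted p was 0.0284 for MER11B F2, 0.0254 for MER11C F2, 0.0603 for MER11A F2 and 0.155 for MER52C F1, so the calls of MER11A F2 and MER52C F1 were lost.

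Camera called 8 groups higher in NPC relative to the other elements: MER11A F1, MER11B F1, MER34 F1, MER34A F1, MER34A1 F1, MER34B F1, MER34D F1 and MER52A F2. The sign of the test and of the median differ here, since only MER34D F1 had a median change above 0 (0.01 ± 0.02, SE) and the others lay between -0.06 and -0.01. The other elements include the 3443 MER11 F2 inserts, whose medians fell, so a group without a change of its own can be called higher. These calls are therefore not increases and not independent of the MER11 F2 decrease. With an estimated correlation MER34A1 F1 (adjusted p = 0.105), MER34B F1 (adjusted p = 0.105) and MER52A F2 (adjusted p = 0.233) lost the call. With at least 50 barcodes MER34A F1 (adjusted p = 0.0905) and MER34A1 F1 (adjusted p = 0.213) lost it, and MER11B F1 had too few inserts to be tested. The medians of MER11C F1 (-0.16), MER34C2 F1 (-0.10), MER34C F1 (-0.08), MER34C_ F1 (-0.08), MER52A F1 (-0.05), MER52C F2 (-0.05) and MER52D F2 (-0.04) were not separated from the other elements by camera. With all-insert median scaling and with at least 50 barcodes camera called MER52A F1 (adjusted p = 0.0126 and 0.0360), MER52C F2 (adjusted p = 0.0061 and 0.0360) and MER52D F2 (adjusted p = 0.0061 and 0.0280) higher than the other elements. On the shuffled scale 18 of 19 group medians were below 0, and with the median of all inserts set to 0 only 7 were: MER11B F2 (-0.72), MER11C F2 (-0.65), MER11A F2 (-0.16), MER52C F1 (-0.08), MER11C F1 (-0.07), MER34C2 F1 (-0.02) and MER34C F1 (-0.0016).

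**Figure D2:**
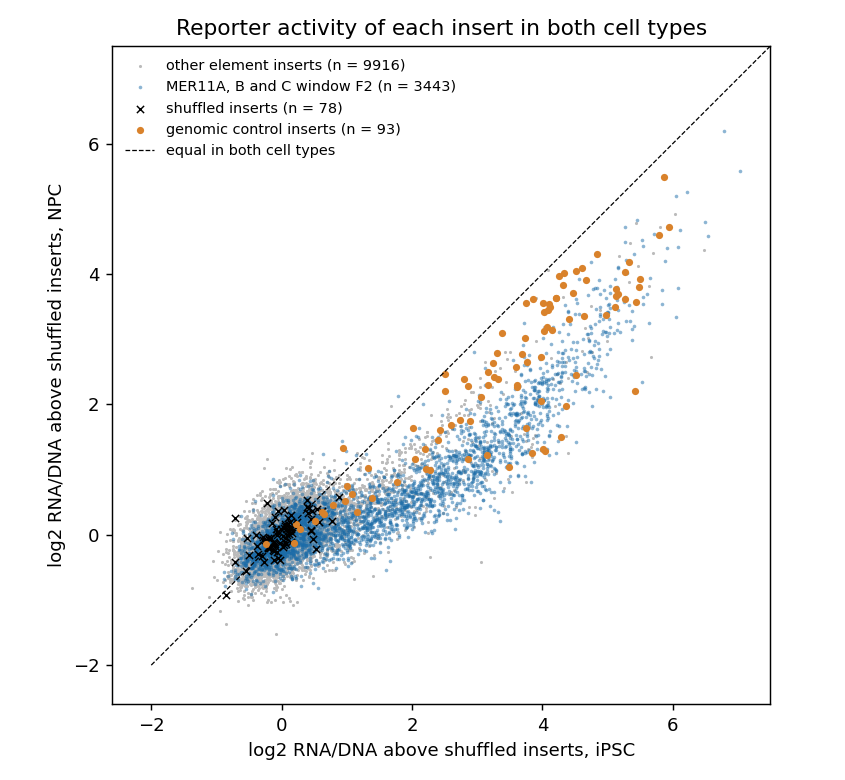
Log2 RNA/DNA of each tested insert above the shuffled inserts in iPSC (x axis) and NPC (y axis); blue points are the 3443 MER11A, MER11B and MER11C F2 inserts, grey points other elements, orange points 93 genomic controls and crosses 78 shuffled inserts, and the dashed line marks equal activity. Most inserts active in iPSC lie below the line, and the MER11 F2 inserts lie lower than most genomic controls of similar iPSC activity.

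The 10 largest decreases among inserts with at least 50 barcodes and no overlap between cultures were all F2 windows of MER11A or MER11B, 5 of each, and all kept their call under every alternative in which they were tested. A chimpanzee MER11A copy (panTro4 chromosome 12, 32476287 to 32476538) went from 4.52 ± 0.21 to 1.42 ± 0.25 (mean ± SD, n = 3 cultures), a change of -3.10 ± 0.13 (SE). A chimpanzee MER11B copy (panTro4 chromosome 5, 165876369 to 165876599) changed by -2.96 ± 0.08 and a human MER11B copy (hg19 chromosome 3, 145034144 to 145034348) by -2.80 ± 0.11. A macaque MER11A copy (macFas5 chromosome 2, 107612333 to 107612587) fell from 3.20 ± 0.15 to 0.44 ± 0.10, and the change of the other 6 was between -2.75 and -2.71. The human MER11B copy on hg19 chromosome 2 (192372204 to 192372439) was still at 3.35 ± 0.38 in NPC after such a decrease.

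Increases were few. Of the 14, 5 had at least 50 barcodes and rose by 0.22 to 0.50. The other 9, with 11 to 45 barcodes, rose by 0.65 to 1.39. On simulated counts with 200 changed inserts the interaction test made 13.6 false calls per draw, counted over both directions. The fit of the data made 2479 calls, nearly all decreases, which loosens the adjusted cutoff, so it may hold more false calls than that. Many of the 14 may therefore be false. The lowest adjusted p belonged to a MER52D F2 consensus insert of 230 bp, named as holding insertions or deletions and without a genome in its name, which rose from 1.41 ± 0.07 to 1.92 ± 0.03 (mean ± SD, n = 3 cultures; change 0.50 ± 0.07 SE, edgeR adjusted p = 4.3e-05) and kept its call under every alternative in which it was tested. The chimpanzee and macaque counterparts of this insert did not rise (changes of -0.16 ± 0.10 and -0.21 ± 0.07, adjusted p = 0.385 and 0.0501). With at least 50 barcodes, increases of 0.22 to 0.36 were also called for a human MER52A F1 copy (hg19 chromosome 9, 105865296 to 105865476), a macaque MER11A F2 copy (macFas5 chromosome 14, 16750426 to 16750634), a human MER52A F2 copy (hg19 chromosome 4, 86832122 to 86832300) and a macaque MER52A F2 copy (macFas5 chromosome 7, 151339887 to 151340069), at adjusted p from 0.0429 to 0.050. Each of these 4 lost its call under at least 1 alternative.

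**Figure D3:**
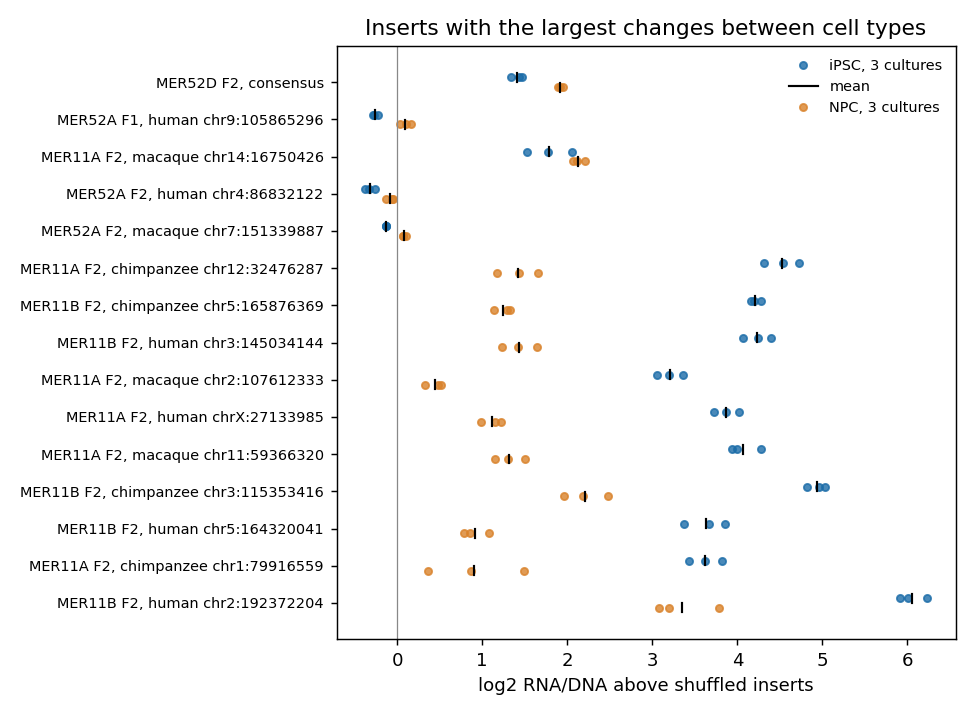
Log2 RNA/DNA above the shuffled inserts (x axis) of the 5 inserts with the largest increase and the 10 with the largest decrease between cell types among inserts with at least 50 barcodes and no overlap between the cultures of the cell types, 1 point per culture (iPSC blue, NPC orange) with a bar at the mean of 3 cultures. The MER52D F2 consensus insert rises by 0.50, and the 10 decreases run from -3.10 to -2.71.

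The genomes of origin allowed a comparison of human, chimpanzee and macaque copies of each group, relevant to a series about the primate lineage. Few differences between species were detectable: of 98 comparisons of medians within a group and cell type, 1 passed a permutation test over inserts (100000 resamples) after Benjamini-Hochberg adjustment. In NPC, human MER11A F2 copies had a median of 0.38 (234 inserts) and macaque copies 0.20 (842 inserts). The tested difference, between medians of the mean over cultures, was 0.18 (permutation p = 2e-05, adjusted p = 0.00196). Taken per culture the difference was 0.21 ± 0.05 (mean ± SD of 3 cultures). The shares of human and macaque copies above log2 1 were 17.5% and 17.3%. The call was lost among inserts with at least 50 barcodes (difference 0.18, adjusted p = 0.294). In iPSC, human MER11B F2 copies had a median of 1.26 (358 inserts) and chimpanzee copies 0.73 (359 inserts), with 55.3% and 44.8% above log2 1. This tested difference of 0.54 did not pass (permutation p = 0.00967, adjusted p = 0.267), and taken per culture it was 0.52 ± 0.05. Orthologous copies were not matched between genomes.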

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

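Of the tests in this part, those of a shared compression, of a mixture of cells and of other splits were chosen after the result was seen, and the thinning for library depth was added after the data were seen but before its own result. Activity differed between the cell types almost always in one direction: the interaction test called 2465 inserts lower and 14 higher in NPC than in iPSC. The genomic controls went the same way, with 79 of 93 lower, and the median of MER11B F2 changed by -0.80 and that of MER11C F2 by -0.73.

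Unequal library depth does not account for the decreases, since 2545 inserts were lower in NPC after the libraries of each molecule were thinned to the lowest total. Nor does one compression of the RNA/DNA scale in NPC shared by all inserts account for the whole of it: beside genomic controls matched on iPSC activity in replicate 1, MER11 F2 elements changed by a further -0.80 in replicates 2 and 3 (bootstrap 95% interval -1.08 to -0.62; medians -1.87 and -0.79). MER34C_ F1 elements changed by a further -0.59 (-1.02 to -0.15; 62 controls matched), and MER52C F1 elements fell like their matched controls (difference 0.03, -0.04 to 0.11), so a shared fall of the size seen in the controls stays open as a part of the change. Other groups were not matched. A mixture of inactive cells with a fixed share that kept iPSC activity would imply equal shares for all inserts and levels. At iPSC log2 2 to 3 the implied share was 16.3% (15.0 to 18.1) for MER11 F2, 40.7% (37.9 to 49.1) for MER52C F1 and 40.1% (36.9 to 60.5) for genomic controls, and at log2 4 to 5 it was 22.6% (20.9 to 24.99) for MER11 F2 and 57.2% (45.6 to 65.6) for controls, which argues against one share. At log2 5 or more the controls (28.7%, 27.9 to 44.0, 7 inserts) lay near MER11 F2. Within MER11 F2 the share at log2 5 or more was 26.2% (23.04 to 31.8), and its ratio of 1.60 to the share at log2 2 to 3 only narrowly exceeded the bound of 1.5 set after the scatter had been viewed. Lower MER11 activity after 3 days of neural induction, the difference that the design names, may contribute beside the shared fall and stays open as a hypothesis.

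Only 10 splits of 6 cultures or libraries exist, too few for a share under 0.05. For the difference between cell types 1 of the 10 gave as many inserts as the real split (2479; highest other 0), and likewise for RNA over DNA in iPSC (5050 in a fit of those libraries alone; highest other 0) and in NPC (4023; highest other 0).

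The pool of barcodes without an insert, which no comparison uses, lay above the shuffled median by log2 0.83 ± 0.03 in iPSC and 0.32 ± 0.06 in NPC (mean ± SD of 3 cultures). The pool of all barcodes with an insert lay 0.83 ± 0.03 and 0.28 ± 0.05 above it. Both are ratios of summed counts, in which active inserts weigh most, whereas the shuffled level is a median over inserts. The median of all tested inserts lay only 0.11 to 0.14 above that level in the iPSC cultures, so the pool values do not describe a typical barcode.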

How the results depend on the processing

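All-insert median scaling of the counts of calls, thinning and the restriction to combined-table inserts were chosen after the data were seen; the other tests here were planned. Without the top RNA barcode 1 insert was called in iPSC with the opposite sign. On the scale of all inserts 7 of 19 group medians were lower in NPC in place of 18. The filter at 50 barcodes, which left 6298 inserts, gave 2060 above and 1403 below the shuffled level in iPSC (941 above log2 1), 1661 above and 1457 below in NPC (481 above log2 1), and 1217 that differ (1204 lower). In iPSC that is 3463 calls, where the main fit called 3227 of the same inserts. The 3399 tested inserts of the combined tables, with 16 shuffled ones, gave 1153 above and 391 below in iPSC (621 above log2 1), 986 above and 322 below in NPC (326 above log2 1), and 699 that differ (692 lower, 7 higher). Over all 13593 tested inserts, those below the shuffled level in iPSC numbered 1230 in the main fit. They numbered 2420 with TMM, 2464 with RLE, 2367 with the median of all and 2506 with DESeq2, which changes test and scaling. With 1 culture left out they ranged from 820 to 1247, lowest without iPSC replicate 3. In NPC, TMM, RLE, DESeq2 and the median gave 55.6% to 59.5% above among those called, against 66.4% in the main fit. The number below in NPC ranged from 842 to 1421 when 1 culture was left out, lowest without NPC replicate 3. The 14 inserts higher in NPC were the least stable count: 60 with TMM, 105 with RLE, 114 with DESeq2, 63 with the median of all, 39 with limma, 43 without the top RNA barcode, 5 with barcodes seen in DNA and RNA, 8 after thinning, and 7 to 16 with 1 culture left out (9 without iPSC replicate 3, 9 without NPC replicate 1, 7 without NPC replicate 2); the causes were not tested. Those lower numbered 2146 to 2581 in all settings but the smaller insert sets. Estimated correlations left camera with 2 groups lower and 5 higher in place of 4 and 8. Of the species comparisons 0 passed at 50 barcodes, and 1 to 2 with 1 culture left out, the second, chimpanzee against macaque MER11A F2, without NPC replicate 1 (adjusted p = 0.0490). Group shares above log2 1 kept their call in 335 of the results under alternatives and lost it in 3. All 3 were at 50 barcodes (MER34C_ F1 in iPSC, MER34A1 F1 and MER34D F1 in NPC). MER11B F1 and MER11C F1 had too few inserts at 50 barcodes and are in no tally for that setting. Shares above the shuffled level at any log2 are not in the tally of shares. At 50 barcodes, where the shuffled level was set anew, that share of MER52A F2 turned from higher to lower in iPSC and lost its call in NPC. Group differences were the same in 189, lost in 7 (2 at 50 barcodes, MER34A F1 and MER34A1 F1) and gained in 11, all of MER52A F1, MER52C F2 or MER52D F2. Depth limits mainly inserts with few barcodes (median SD over iPSC cultures 0.38 at 10 to 19), and a 1.5-fold difference between cell types was recovered for 27.8% of simulated inserts.

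Without the culture block, which pairs RNA with DNA, 4109 inserts were above in iPSC, 2705 in NPC and 2427 differed. With a replicate block across cell types the numbers were 4040, 2717 and 2449, with 8 higher in NPC in place of 14. In camera the replicate number as a block brought MER52D F2 to adjusted p = 0.0481, and changed the call of no other group.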

Other observations

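The test of the consensus inserts without their top RNA barcode, and those of truncation and of few barcodes, were written before their results were seen, and all others in this part after. Consensus sequences of the subfamilies were mostly more active than the copies found in the genomes. Of the 14 tested subfamily consensus inserts, 13 lay above the median of their own copies in iPSC (exact binomial p = 0.0018, two-sided, too small because some share a subfamily or the same copies), 10 of them above the 90th percentile, and their median percentile was 96.2. The MER34C consensus reached 5.98 ± 0.08 (SE) in iPSC, above all copies of its group, whose median was 0.21, and the consensus of MER34C_ 5.53 ± 0.08 at percentile 98.2. The MER11B F2 consensus reached 4.95 ± 0.08 and that of MER11C F2 3.47 ± 0.21. The exception was MER11A F2, at 0.36 ± 0.18 and percentile 44.9, and of 5 species consensus inserts of this window the macaque one reached 2.64 ± 0.12 (percentile 80.2), while 4 lay at -0.09, 0.10, 0.51 and 0.59 (percentiles 16.1, 27.8, 51.5 and 53.8). Of the species consensus inserts 35 of 49 lay above the median of their copies in iPSC and 14 did not, at a median percentile of 83.1. In NPC 13 of 14 again lay above the median of their copies.

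Some consensus inserts had few barcodes, so a single barcode with very many RNA counts could raise them. Without the top RNA barcode of each insert and culture 13 of the 14 still lay above the median of their copies, which argues against that explanation. A candidate explanation is that mutations since insertion have lowered the activity of most copies, but no sequence comparison was run.

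Activity within the MER11 F2 groups ranged widely, with an SD over inserts of 1.64 among those with at least 50 barcodes. Truncated inserts are not enough to account for this, since 56.4% of inserts that cover at least 95% of the window were not above log2 1 in iPSC (43.6% were). Full and shorter inserts gave 32.4% and 43.0% in MER11A F2, 43.2% and 54.6% in MER11B F2, and 49.2% and 42.6% in MER11C F2. Noise from few barcodes made up 0.546% of the variance among the 1319 inserts with at least 50 barcodes. Single barcodes with very many RNA counts account for little of it, as the share of inserts above log2 1 was 43.8% without the top RNA barcode and 44.8% with it. Sequence differences between copies stay open and were not tested.

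If a property of the whole LTR copy set its activity, the F1 and F2 windows of one copy, tested apart from their genomic site, would be active together. Spearman's rho between the windows in iPSC was -0.015 in MER11A (691 copies, bootstrap 95% interval -0.09 to 0.06), -0.14 in MER11B (528 copies, -0.23 to -0.06) and 0.10 in MER11C (1079 copies, 0.04 to 0.16). In MER11A and MER11B the intervals hold 0 or lie below it and stay under 0.2, which argues against such a property there. In MER11C the windows were weakly active together in iPSC (permutation adjusted p = 0.0024; both above log2 1 in 77 copies, 62.6 expected), while rho in NPC was -0.0099 (-0.07 to 0.05), so it stays open there. The bounds were set after the results were seen. Such a property may be hidden in part by noise, since rho of the F1 windows between cultures was only 0.37, 0.37 and 0.53. In iPSC rho was 0.27 (0.21 to 0.34) for the overlapping windows of MER52A and -0.03 (-0.15 to 0.08) for those of MER52C, which do not overlap.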
